A study of Mus musculus with 6 samples.

How the data were processed

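Whole testes were taken from mice at postnatal day 45, and total RNA was sequenced in 6 libraries, 3 from mice whose labels give the Msl3 wild-type genotype (WT) and 3 from mice labelled as conditional knockouts (cKO) of a floxed Msl3 allele. In such an allele, part of a gene is flanked by recognition sites so that a recombinase can remove it. The labels' protocols name the RNA extraction kit and single-end reads of 75 bp. The recombinase line, the deleted exons, the library kit and the strand protocol are not stated there.

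The deposited values are counts of reads per gene, one table per library, in the layout of the gene count output of the aligner STAR, with no normalisation. Each table gives an unstranded count, a count of reads on the strand of the gene and a count of reads on the opposite strand for 53700 mouse Ensembl gene identifiers. The first lines of each table total the reads that were unmapped, mapped to several places, without a gene feature or ambiguous between genes. These lines held 14.8% to 16.7% of the reads of a library and were left out of library sizes and tests. Reads without a gene feature are called reads outside genes here. They met no exon on the strand counted, so reads within introns or on the other strand of a gene can be among them. The aligner's version, the genome build, the annotation release and any read filters are not stated in the labels or the files. That layout counts only uniquely mapped reads, so a gene that shares sequence with a near-identical copy loses reads or exchanges them with the copy.

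Opposite-strand counts made up 96.0% to 96.2% of the 2 strand columns in the 6 libraries and were used throughout. Gene symbols, chromosomes and gene order came from GENCODE M21, which matched 52147 of the 53700 identifiers. The other 1553 identifiers held 0.180% of the assigned reads. Because the build behind the counts is not stated, gene order and neighbourhood were used but no coordinates are given.

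Differential expression was tested with edgeR 4.0.16 in R 4.3.3: trimmed mean of M values (TMM) scaling, filterByExpr with a minimum count of 10, a quasi-likelihood F test of cKO against WT without covariates, and Benjamini-Hochberg adjustment over 21902 genes with a threshold of 0.05. Levels are CPM, the usual scale of reads relative to library size, with TMM-scaled library sizes, computed here from the deposited counts. Standard errors of log2 fold changes were derived from the F statistic. The 11 gene sets comprised 10 lists (spermatogonia, meiotic entry, pachytene and diplotene spermatocytes, round spermatids, elongating spermatids, Sertoli cells, Leydig cells, peritubular myoid cells, macrophages and ribosomal proteins) and all X-linked genes. The sets were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 11 sets. The test was repeated with fry and with the correlation estimated from the libraries. Shares of reads were compared by an exact two-sided permutation test of 3 libraries against 3, whose smallest possible p is 0.1.

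The groups, lists, tests and alternatives were fixed before the data were examined. So was the rule for naming genes: Msl3 and 6 related genes always, the 5 genes that rose and the 5 that fell most among those past the threshold with a mean of at least 1 CPM and no overlap between the groups, the annotated genes within 3 places of Msl3 that pass, and up to 3 genes per list with a p under 0.05 adjusted over the list alone. The alternatives were relative log expression (RLE) scaling, library totals alone, no filter on low counts, at least 10 reads in every library, the unstranded counts, a replicate block, robust quasi-likelihood, each library left out in turn, DESeq2 1.42.0, an adjusted p threshold of 0.1, an added log2 fold change limit of 1, the 2 other set tests, X-linked genes with a mean of at least 1 CPM and shares of assigned reads. A further 3 alternatives were added after the data had been seen: a loess correction per library for GC content and transcript length with a span of 0.3, the share of reads outside genes as a covariate, and DESeq2 without its filter on low means. GC content and transcript length were known for 100% of the tested genes of each of the 11 sets.

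The test procedure was checked on simulated counts drawn with the means, library sizes and dispersions of the real data, with 200 genes changed. The changed genes were drawn from those with a mean of at least 1 CPM, so the shares recovered do not cover tested genes with lower means. It recovered 98.5% of changes of 1 on the log2 scale in a draw in which 21673 genes were tested, and 70.0% of changes of 0.5 in another with 21672. In the draw of changes of 1, 27 of the 224 calls were false (12.1%). In 5 further draws, 4.81% to 10.1% of the calls were false, with a mean of 8.53%. These shares are mostly above the nominal 5% of the threshold. With no gene changed, 4.73% of unadjusted p-values fell below 0.05 and 2 genes were called. When the 78 ribosomal protein genes shared a random factor per library (SD 0.1 on the log2 scale) and no group difference, the set had an unadjusted p under 0.05 in 17 of 20 simulations with camera at the preset correlation, in 5 of 20 with the estimated correlation and in 2 of 20 with fry. A simulated trend of log2 fold change with GC content had a slope of 0.066 before and 0.0010 after the correction.

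Libraries held 56991431 to 73766444 assigned reads. A count of 0 reads allows a level of up to 0.0411 to 0.0536 CPM, depending on the library, which is 3 reads and covers counting error only. Sequences shared between genes were searched as 31-mers over the M21 transcripts. No 2 libraries agreed within sampling noise, since the lowest chi-square per degree of freedom among the 15 pairs was 5.25, so each library was counted as 1 replicate. Reads on the strand of the gene were not used in the comparisons of the report.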

Results

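RNA from whole testes was compared between 3 wild-type mice and 3 mice labelled as conditional knockouts of Msl3, all at postnatal day 45. Msl3 is an X-linked gene of the male-specific lethal (MSL) complex, which contains the histone acetyltransferase Kat8, and the series concerns whether its loss alters spermatogenesis. The libraries labelled WT 1, 2 and 3 held 58945376, 63473858 and 61662073 assigned reads, and those labelled cKO 1, 2 and 3 held 73766444, 56991431 and 58451999. Between 29756 and 31176 genes had at least 1 read in a library. Pearson correlations of log2 CPM across genes, which are not independent replicates, ranged from 0.993 to 0.996 within groups and from 0.992 to 0.996 between groups.

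The shares of reads that were unmapped, multimapping, outside genes, ambiguous, mitochondrial, X-linked, Y-linked or taken by the 10 highest genes, and the share of all lines outside single genes together, were compared first. The line of reads outside genes can include reads within introns. It made up 5.90% ± 0.849 (SD, n = 3) of all reads in the libraries labelled WT and 5.94% ± 0.951 (SD, n = 3) in those labelled cKO (exact permutation p = 0.9). Mitochondrial genes took 0.212% ± 0.067 (SD, n = 3) and 0.255% ± 0.076 (SD, n = 3) of all reads (exact permutation p = 0.5). The lowest exact p over the 9 shares of all reads was 0.2 and its Benjamini-Hochberg adjusted value was 0.54. Taken of assigned reads, the lowest was 0.1, for the ambiguous share, with an adjusted value of 0.48. That share was 1.84% ± 0.00415 (SD, n = 3) in the libraries labelled WT and 1.78% ± 0.0480 (SD, n = 3) in those labelled cKO, without overlap. With 3 libraries against 3 the exact test cannot go below 0.1, so it cannot show that any share is level.

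The targeted gene was examined first as a check on the labels. Msl3 (ENSMUSG00000031358, chromosome X) had 942, 1226 and 990 reads in the 3 libraries labelled WT and 1170, 829 and 923 in the 3 labelled cKO. Its level was 16.9 ± 1.68 CPM (SD, n = 3) in the former and 15.6 ± 0.649 CPM (SD, n = 3) in the latter. The log2 fold change was -0.12 (SE 0.088), with an edgeR quasi-likelihood adjusted p of 0.551, and the groups overlapped. The cKO level was 91.8% of the WT level, with 95% limits of 80.3% and 104.8%. Gene counts cover all exons of Msl3, and the reads of single exons were not analysed here. Since no lowering of the Msl3 count was detected, the groups are named by their labels throughout, and every direction below is that of the libraries labelled cKO relative to those labelled WT. Across 17 alternative settings the log2 fold change of Msl3 stayed between -0.18 and -0.04 and none called it, the value nearest 0 being that without WT replicate 2.

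The 6 genes related to Msl3 were compared next. Msl1 rose from 247 ± 4.85 CPM (SD, n = 3) to 279 ± 26.3 CPM (SD, n = 3), a log2 fold change of 0.17 (SE 0.075), and Kat8 fell from 153 ± 6.62 CPM (SD, n = 3) to 138 ± 2.63 CPM (SD, n = 3), a log2 fold change of -0.15 (SE 0.064). Both sets of libraries were non-overlapping for these 2 genes, but the edgeR adjusted p was 0.341 for Msl1 and 0.342 for Kat8, and 0.141 for each when adjusted over the list alone. Msl2, Msl3l2, Morf4l1 and Morf4l2 had log2 fold changes of 0.11, 0.06, 0.04 and -0.07, each with overlapping groups and an edgeR adjusted p of at least 0.554. Of the annotated genes within 3 places of Msl3, only Arhgap6 had enough reads to be tested, and it was not called (edgeR adjusted p 0.793). Msl1 and Kat8 overlap other annotated genes, Casc3 on the same strand as Msl1 and Prss8 opposite Kat8, so their counts carry that uncertainty.

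**Figure D1:**
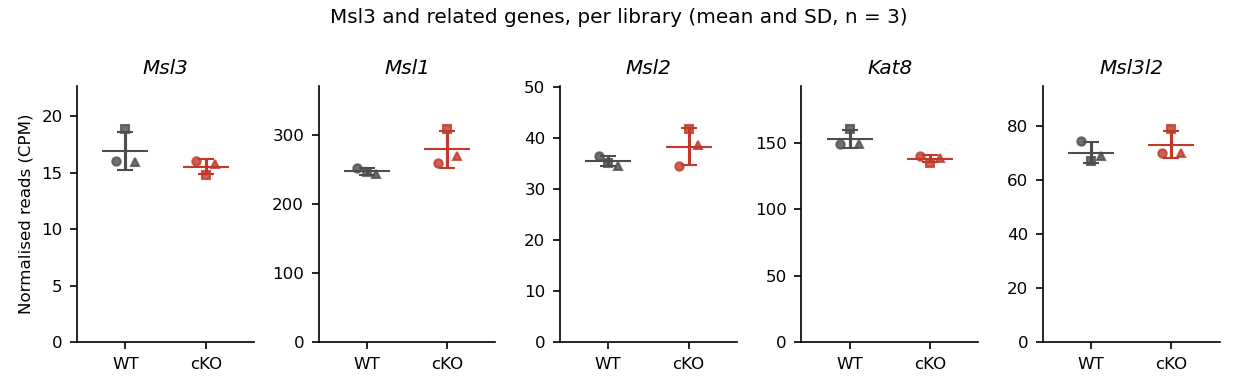
Normalised reads (CPM, vertical axes from 0) of Msl3 and 4 related genes in the 3 libraries labelled WT and the 3 labelled cKO, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean and SD. Msl3 averages 16.9 CPM in the libraries labelled WT and 15.6 CPM in those labelled cKO, and the 2 groups overlap.

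Across the transcriptome, 4 of 21902 tested genes passed an edgeR adjusted p of 0.05, 2 higher and 2 lower in the libraries labelled cKO. At an unadjusted p under 0.05 there were 3039 genes (13.9%, where 1095 would be expected by chance), 1606 higher and 1433 lower. In 4139 genes (18.9%) the groups did not overlap, where chance gives 10%. The common biological coefficient of variation was 8.79%. The count of called genes depended most on the filter, with 757 genes when no filter on low counts was applied. In that fit the residual degrees of freedom behind each test rose from 11.9 to 146420, which lowers p at an equal F statistic. The count also depended on single libraries, being 628 without cKO replicate 1, 116 without WT replicate 1 and 1 to 7 without each of the others.

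Of the 4 genes, 2 met the naming rule. The lincRNA 1810019N24Rik (ENSMUSG00000097115, chromosome 7) fell from 2.88 ± 0.0448 CPM (SD, n = 3) to 1.19 ± 0.0611 CPM (SD, n = 3), a log2 fold change of -1.27 (SE 0.13) with an edgeR adjusted p of 0.00695. Gm12463 (ENSMUSG00000080916, chromosome 4), a processed pseudogene, rose from 1.13 ± 0.113 CPM (SD, n = 3) to 3.30 ± 0.699 CPM (SD, n = 3), a log2 fold change of 1.54 (SE 0.18) with an edgeR adjusted p of 0.0152. The other 2 had a mean under 1 CPM and are named after their values were seen. Gm7789 (ENSMUSG00000110186, chromosome 7), an unprocessed pseudogene, had 11, 3 and 6 reads in the libraries labelled WT and 115, 82 and 103 in those labelled cKO, a log2 fold change of 3.87 (SE 0.31) with an edgeR adjusted p of 6.9e-04. Gm29638 (ENSMUSG00000102084, chromosome 7), a lincRNA, fell from 1.19 ± 0.146 CPM (SD, n = 3) to 0.407 ± 0.0642 CPM (SD, n = 3), a log2 fold change of -1.55 (SE 0.21) with an edgeR adjusted p of 0.0402.

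Each of these genes has a limit on its count. Gm29638 overlaps 1810019N24Rik on the opposite strand, and with unstranded counts both lost their calls (edgeR adjusted p 0.291 for each). Of the 31-mers of Gm12463, 92.9% also occurred in transcripts of other genes, 89.0% in Aurkc, and of those of Gm7789 70.5% did, 55.1% in the pseudogene Gm45598. Their read counts are therefore uncertain. The call of Gm7789 held without each library in turn, whereas Gm12463, 1810019N24Rik and Gm29638 lost theirs in 4, 2 and 4 of the 6 fits that each left out a library.

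**Figure D2:**
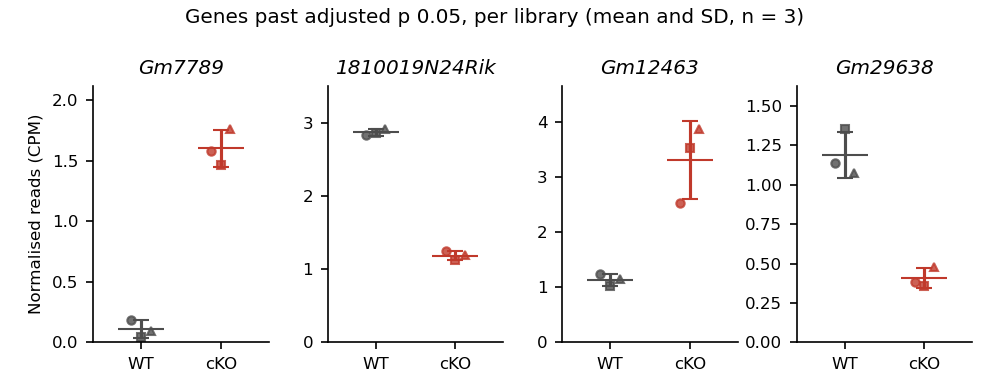
Normalised reads (CPM, vertical axes from 0) of the 4 genes with an edgeR adjusted p under 0.05, in the 3 libraries labelled WT and the 3 labelled cKO, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean and SD. The groups do not overlap in any of the 4 genes, and 3 of the 4 lie on chromosome 7.

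Gene lists of germ cell stages and somatic cells of the testis were tested as sets to address spermatogenesis. With camera at the preset correlation, 6 of the 11 sets passed an adjusted p of 0.05. None of these 6 calls held under fry, with adjusted p from 0.276 to 0.388, or under camera with the correlation estimated from the libraries, with adjusted p from 0.457 to 0.468. Without adjustment, 1 set (round spermatids) was under 0.05 with fry and 0 with the estimated correlation. Estimated correlations between genes of a set reached 0.643, for the Sertoli list. The values that follow are thus those of the preset correlation alone.

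Round spermatid genes had a median log2 fold change of -0.11 (camera adjusted p 5.4e-04), with 17 of 19 genes lower and no overlap between the groups in the mean log2 CPM of the set. Elongating spermatid genes had a median of -0.06 (camera adjusted p 0.0333), with 13 of 20 lower and overlapping groups. Spermatogonial genes had a median of 0.12 (camera adjusted p 0.00989), with 17 of 18 higher and overlapping groups. Without WT replicate 2 or without cKO replicate 1 the spermatogonial set was not called (camera adjusted p 0.287 and 0.227). The elongating spermatid set was called with all 6 libraries, without WT replicate 2 and without cKO replicate 1, and lost its call without each of the other 4 libraries, where the adjusted p reached 0.358. Meiotic entry and pachytene to diplotene genes had medians of 0.03 and -0.01 and were not called (camera adjusted p 0.234 and 0.192).

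Of the somatic lists, macrophage genes had a median of -0.24 (camera adjusted p 0.00675), with 9 of 10 lower and overlapping groups, and were not called without WT replicate 2 or without cKO replicate 1 (camera adjusted p 0.130 and 0.0688). Sertoli, Leydig and peritubular myoid genes were not called, with medians of 0.07, -0.14 and -0.08 and camera adjusted p of 0.183, 0.0929 and 0.290. Ribosomal protein genes had a median of -0.17 (camera adjusted p 2.6e-17), with 73 of 78 lower. In the fits that each left out a library, these genes had medians from -0.21 to -0.10, the latter without cKO replicate 2. Their mean log2 CPM was 6.33 ± 0.0675 (SD, n = 3) in the libraries labelled WT and 6.16 ± 0.134 (SD, n = 3) in those labelled cKO, without overlap. The set with the estimated correlation of 0.621 had an adjusted p of 0.457.

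**Figure D3:**
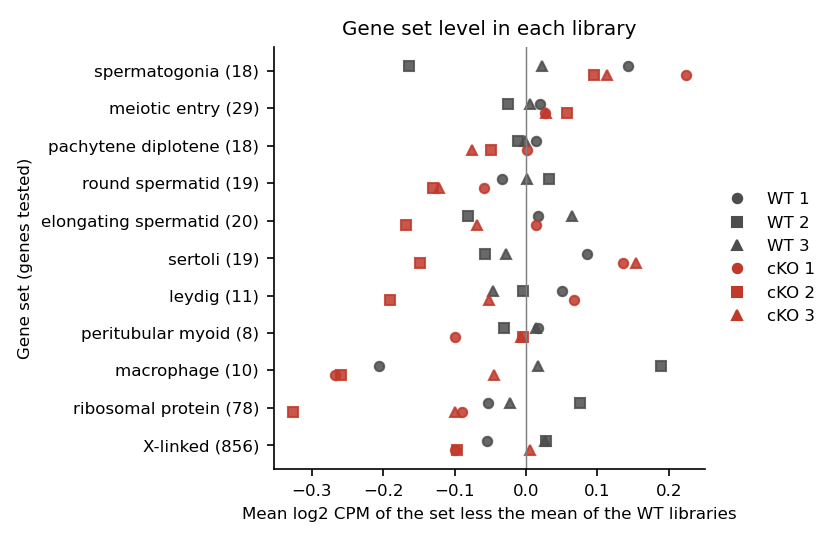
Mean log2 CPM of each gene set in each library less the mean of the 3 libraries labelled WT (horizontal axis), with grey points for WT, red points for cKO and circles, squares and triangles for replicates 1, 2 and 3. The groups are non-overlapping for the meiotic entry, round spermatid and ribosomal protein sets and overlap for the other 8 sets.

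Over all genes tested, no single gene of the 10 lists passed the edgeR threshold. DESeq2, an alternative fixed beforehand, called 10 of them over all genes, each lower, with adjusted p from 0.00475 to 0.0494: Insl6, Hsd17b3, Tnp1, Spata25, Hmgb4, Rpl17, Rpl9, Rpl34, Fcgr3 and Izumo1. Without its filter on low means, a setting added after the data had been seen, it called 3. Among the edgeR alternatives, list genes passed over all genes in 4 settings: 24 without the filter on low counts, 3 without WT replicate 1, 10 without cKO replicate 1 and 2 with the share of reads outside genes as a covariate. When adjusted over the list alone, 8 genes passed the edgeR threshold. In the pachytene to diplotene list Insl6 fell from 154 ± 10.2 CPM (SD, n = 3) to 120 ± 4.95 CPM (SD, n = 3), with an edgeR p of 0.00463 adjusted over the list alone and 0.276 over all genes. Among round spermatid genes Spata25 and Izumo1 had log2 fold changes of -0.30 and -0.26, and among elongating spermatid genes Tnp1 and Hmgb4 had -0.40 and -0.25. In the Leydig list Hsd17b3 had -0.38, with an edgeR p of 0.00452 adjusted over the list alone. Of the macrophage genes Fcgr3 had -0.34 and Mrc1, in the opposite direction, 0.25. The ribosomal protein list gave 0 genes adjusted over the list alone and 29 of 78 at an unadjusted p under 0.05. Insl6 and Hsd17b3 stayed past the threshold over their lists under every alternative tried, and the other 6 genes lost it in 3 to 5 of the 17 alternatives, fits without a library included.

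X-linked genes were compared with the autosomes because the MSL complex acts on the X chromosome in flies. The 856 tested X-linked genes had a median log2 fold change of -0.06, or -0.06 relative to the autosomal median, with 60.6% of them lower. Autosomal chromosomes had medians from -0.04 to 0.02, so the X chromosome lay outside their range. Camera at the preset correlation gave an adjusted p of 0.0136, against 0.388 with fry and 0.457 with the estimated correlation. The call was also lost without cKO replicate 1 or without cKO replicate 2 (camera adjusted p 0.0879 and 0.156). X-linked genes took 1.14% ± 0.0397 (SD, n = 3) of all reads in the libraries labelled WT and 1.07% ± 0.0537 (SD, n = 3) in those labelled cKO (exact permutation p = 0.2). The libraries overlapped in the X-linked median of log2 CPM relative to the WT mean. It was -0.046, 0.022 and 0.019 in WT 1 to 3 and -0.074, -0.092 and 0.023 in cKO 1 to 3. The 94 Y-linked genes had a median of -0.21 and the 10 mitochondrial genes one of 0.32, with overlapping libraries in both cases. Single libraries moved both, the Y-linked median being -0.07 without WT replicate 2 and -0.30 without WT replicate 1, and the mitochondrial median 0.61 without WT replicate 2 and 0.09 without cKO replicate 3. Without cKO replicate 2 the X-linked median was -0.03. After the GC content and transcript length correction, an alternative chosen once the data had been seen, the medians were -0.00028 for X-linked, -0.03 for Y-linked and 0.49 for mitochondrial genes, and the X-linked set was not called (camera adjusted p 0.699). DESeq2 called 209 genes, of which 25 (11.96%) were X-linked, 23 of them lower, where 373 of the 11711 genes with a defined adjusted p (3.19%) were X-linked.

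**Figure D4:**
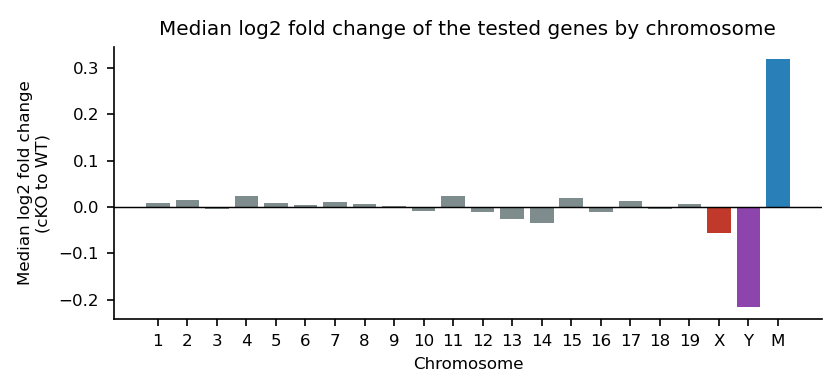
Median log2 fold change of the tested genes (vertical axis, libraries labelled cKO relative to WT) by chromosome (horizontal axis), with grey bars for autosomes, red for X, purple for Y and blue for mitochondrial (M) genes. The X median of -0.06 lies below the autosomal range of -0.04 to 0.02, and the Y and M bars rest on 94 and 10 genes.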

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

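Of the alternatives below, 3 were chosen after the data had been seen: the GC content and transcript length correction, the share of reads outside genes as a covariate, and DESeq2 without its filter on low means.

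The number of genes past the threshold, 4 with all 6 libraries, moved with most choices. RLE scaling gave 6 genes (4 higher, 2 lower) and library totals alone 3 (2 higher, 1 lower), against 2 higher and 2 lower with TMM. The unstranded counts gave 2 genes. No filter on low counts gave 757, with the 4 genes among them. In that fit the residual degrees of freedom behind each test rose from 11.9 to 146420, and 740 of the 757 genes were also tested with the filter. Simulated counts without a filter and without any group difference gave 0 calls of 35150 genes with one dispersion for all genes and 15 of 35064 with a dispersion for each gene. For Insl6 the standard error rose from 0.071 to 0.080 without the filter, at log2 fold changes of -0.36 and -0.37. Its unadjusted edgeR p still fell from 2.6e-04 to 2.7e-06, so the added degrees of freedom lowered its p. For Tnp1 the standard error itself fell, from 0.108 to 0.075. How far the degrees of freedom account for the 757 as a whole was not shown. DESeq2 called 209 genes (98 higher, 111 lower, 25 of them X-linked), with 0 of the 4 among them because its filter on low means left 10191 adjusted p-values undefined. All 209 had an unadjusted edgeR p under 0.05 with the same direction. DESeq2 without that filter gave 117 genes with the 4 among them. The GC content and transcript length correction gave 7 and the covariate 44 (22 higher, 22 lower), each with the 4 among them. The fits that each left out a library gave from 1 to 628 genes, the highest without cKO replicate 1 (549 higher, 79 lower). Without WT replicate 1 the balance was the opposite, with 116 genes (20 higher, 96 lower). The cause was not tested for the unstranded, RLE and left-out settings.

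Same-numbered libraries deviated from their group means with correlations of 0.35, 0.26 and -0.05 across genes. WT and cKO libraries with different numbers had correlations from -0.34 to 0.11. Replicates 1 and 2 thus had the highest values and replicate 3 did not share this. The replicate numbers were not taken to pair the mice, but a shared source of variation for replicates 1 and 2 stays open. A replicate block lowered the common biological coefficient of variation from 8.79% to 6.99%. With a replicate block the count was 49 genes (16 higher, 33 lower), the 4 among them, and the block changed no call of a set.

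Msl3 remained uncalled under every alternative, with edgeR or DESeq2 adjusted p from 0.393 to 0.934.

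All 6 set calls ended with the estimated correlation (adjusted p 0.457 for the spermatogonia, round spermatid, macrophage, ribosomal protein and X-linked sets, 0.468 for elongating spermatids). They also ended under fry (0.276 for round spermatids, 0.350 for spermatogonia and ribosomal proteins, 0.377 for macrophages, 0.388 for elongating spermatids and X-linked genes). Both tests allow genes of a set to vary together between libraries. With the GC content and transcript length correction the X-linked set had a camera adjusted p of 0.699. The elongating spermatid and the pachytene to diplotene sets changed direction there (0.760 and 0.758), and meiotic entry (0.00311), Sertoli and Leydig genes (0.0413 each) passed. Leydig genes also passed without the filter on low counts (0.0416). The cause was not tested for these changes. The camera adjusted p also moved across the fits that each left out a library. It ran from 2.6e-04 to 0.358 for elongating spermatids, 3.6e-04 to 0.287 for spermatogonia and 1.6e-04 to 0.130 for macrophages. It ran from 2.4e-04 to 0.156 for X-linked genes, 0.00537 to 0.588 for Leydig and 1.1e-05 to 0.993 for Sertoli genes. Without cKO replicate 3 the direction given by camera for Sertoli genes turned (adjusted p 0.993), but their median stayed positive, at 0.02. Round spermatid and ribosomal protein sets stayed called and lower in the 6 fits that each left out a library. Medians moved there too, from 0.06 to 0.22 for spermatogonia and from -0.36 to -0.14 for macrophages. They ran from -0.11 to -0.02 for elongating spermatids and from -0.14 to -0.08 for round spermatids.

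The 4 called genes and the 8 list genes named in the report, all past their threshold in the main analysis, lost it in 36 of 199 results under the alternatives, the losses given in the report included, and none changed direction. The 8 shares that were also taken of assigned reads kept their direction. With 3 libraries per group an exact test of a share cannot reach 0.05, which limits those comparisons.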

Other observations

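Tests of the splits, of genes near the chromosome 7 calls, of shared 31-mers and of nuclear-retained RNA were chosen before their values were seen. The estimated correlation was an alternative fixed beforehand, and only its use to explain the set calls came later. The others below were chosen only after the result they bear on. They were the GC content and length correction, the spermatid share, the placement of calls, the sum with Aurkc and its distance. The overlapping partner left out, the clustering of variable genes and the tests of explanations for the Msl3 reads were also among them. The comparison of Msl3 between the groups was itself fixed beforehand.

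No lowering of Msl3 reads was detected in the libraries labelled cKO. A loss of 50% or more of the Msl3 transcripts in whole testis is argued against by the lower 95% limit of the cKO to WT ratio, 80.3%. A deletion of some exons that leaves the rest of the transcript counted stays open, because a ratio of 91.8% over all exons does not show single exons. Libraries swapped between the labels are argued against where the deletion lowers the count by 50% or more, since the lowest of the 6 libraries had 78.4% of the Msl3 CPM of the highest. An allele left undeleted in all 3 mice labelled cKO, and loss in one cell type only, stay open and were not tested.

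The 4 called genes had 3 on chromosome 7, with 126 annotated genes between the first and the last. Since 1810019N24Rik and Gm29638 overlap, the calls were counted as 3 loci with 2 on chromosome 7. Of 10000 random draws of 3 tested genes, 15.4% put 2 or more on one chromosome, so chance placement on one chromosome stays open. The draws took no account of how near the genes lay to each other, so they do not test the closeness of the 2 loci. A linked chromosome segment that differs between the labelled groups is a candidate explanation. Of the 28 other tested genes between or within 50 genes of the calls, 7 (25%) had an unadjusted edgeR p under 0.01, against 56 of 1653 (3.39%) elsewhere on chromosome 7 (Fisher's exact p 4.7e-05, two-sided). Among them Tpt1-ps4 had 0 CPM in the 3 libraries labelled WT, which allows up to 0.0510 CPM, and 0.302, 0.214 and 0.205 CPM in those labelled cKO. Zfp110 had 242 to 248 CPM in the former and 187 to 204 CPM in the latter. Msl3 lies on chromosome X, so such a segment is not linked to the floxed allele. A segment from a strain other than that of the WT mice, inherited with a recombinase transgene or as unlinked background, may produce this pattern, but no read sequence was examined here and neighbouring genes are not independent. An effect of the genotype on this region stays open and was not tested.

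Sequence shared with near-identical copies covers 70.5% of the 31-mers of Gm7789 and 92.9% of those of Gm12463, so shared reads remain a possible source of both changes. For Gm29638 and 1810019N24Rik the higher share was 14.7%, between the limits set beforehand of 5% and a majority, and that test decides nothing. Leaving out the overlapping partner of each, a choice made once 14.7% was known, the higher share was 0.787%, which argues against other copies.

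Gm12463, the called gene outside chromosome 7, rose where its closest relative Aurkc fell. Aurkc fell from 10.9 ± 0.328 to 9.12 ± 0.333 CPM (SD, n = 3) while Gm12463 rose from 1.13 to 3.30 CPM. Their sum was 11.985 ± 0.407 and 12.4 ± 1.03 CPM (SD, n = 3), a difference of 0.444 CPM (exact permutation p = 0.6, smallest possible 0.1). Reads of Aurkc that map to its pseudogene in the libraries labelled cKO may therefore account for the call, as a variant of Aurkc against the reference would produce. Aurkc also lies on chromosome 7, 131 genes before the first of the 3 calls. Whether it belongs to the same segment stays open: of 27 tested genes within 50 places of it, 3 (11.1%) had an unadjusted edgeR p under 0.01 (Fisher's exact p 0.0606).

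Grouping the libraries otherwise gave results as large. Of the 10 splits of the 6 libraries into 3 and 3, 3 gave at least 4 called genes and 2 at least 6 called sets, the real split included in each. At an unadjusted p under 0.05 the real split gave 3039 genes and the next 2465. With 10 splits, a share under 0.1 cannot be reached, which keeps chance open for both counts. The split that gave 5 genes, WT 1, cKO 1 and cKO 3 against the others, parts the libraries with the lower shares of reads outside genes (4.98%, 5.05% and 5.85%) from those with the higher (6.08%, 6.65% and 6.94%). With that share as a covariate, the labelled groups gave 44 genes. Libraries WT 1 and cKO 1 differed less from each other (chi-square per degree of freedom 5.25) than any 2 libraries of one label, whose lowest value was 8.69.

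The level of nuclear-retained RNA followed this axis. The mean log2 CPM of Neat1, Meg3, Airn, Rian and Mirg, of which 4 of 5 had enough reads to be tested, rose with the share of reads outside genes over the 6 libraries (Pearson r 0.836, exact permutation p 0.0319, Spearman rho 0.886, exact permutation p 0.0333, the only relation across libraries computed). Without the 2 libraries farthest from the median share, r was 0.969 over the other 4. A differing share of nuclear RNA is thus a candidate explanation for replicate 1 standing apart. Malat1, chosen after its values were seen, had 26.3, 75.5 and 49.8 CPM in WT 1 to 3 and 27.4, 92.5 and 63.2 CPM in cKO 1 to 3. Tissue sampling and RNA extraction were not tested as its origin.

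Of the 6 sets called by camera at the preset correlation, 0 passed with the correlation estimated, so genes that vary together between libraries may produce the 6 calls. After the GC content and transcript length correction, the lower adjusted p of the X-linked and elongating spermatid sets was 0.699, so such a trend is consistent with both. For the spermatogonia, round spermatid, macrophage and ribosomal protein sets the highest adjusted p was 0.0413. Their medians moved from 0.12 to 0.08, -0.11 to -0.06, -0.24 to -0.21 and -0.17 to -0.07, so part of each shift went with the trend. The difference in their mean log2 CPM after the correction was 0.096 (95% limits -0.116 to 0.308), -0.054 (-0.112 to 0.00341), -0.16 (-0.562 to 0.241) and -0.082 (-0.234 to 0.0693), from pooled t limits over the 6 libraries. The macrophage set kept 84.3% of its difference and the ribosomal protein set 47.96%. Before the correction the limits already included 0 for spermatogonia (-0.128 to 0.416), macrophages (-0.567 to 0.186) and ribosomal proteins (-0.412 to 0.0689). For these sets the limits therefore cannot tell whether the trend is the cause. For round spermatids they were -0.186 to -0.0213 before the correction and included 0 only after it. Whether the trend is the whole cause stays open for each of the 4. A smaller share of spermatids in the libraries labelled cKO stays open for the round spermatid set. The macrophage score less the spermatogonia score, which a changed share alone would leave level, differed by -0.33 on the log2 scale (exact permutation p 0.2). A biological difference between the groups stays open and was not tested apart from these.

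Some genes differed sharply between libraries of one label. They were chosen after their values were seen and are given without a grouping. Rpsa-ps10 (chromosome 3) had 0.187, 17.6 and 16.1 CPM in WT 1 to 3 and 0.151, 0.0715 and 0.0856 CPM in cKO 1 to 3. Ptpro (chromosome 6) had 0.970, 9.62 and 9.97 CPM, then 1.23, 1.18 and 1.01 CPM. Cyp2c55 (chromosome 19) had 0.221, 0.632 and 0.354 CPM, then 10.7, 10.97 and 0.890 CPM, and Pyroxd2 on the same chromosome 0.936, 1.36 and 1.08 CPM, then 4.72, 4.18 and 1.11 CPM. Linked segments that differ between mice might give such patterns. Among the 100 most variable genes, 17 pairs lay within 50 genes of each other after pairs of one gene family were left out, where random draws had a median of 10 and 44 of 1000 draws had as many. Family pairs were not removed from the draws, and the margin is small. No biological explanation was tested.

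Reads on the strand of the gene, left out of the report, gave 0 called genes of 8735 tested and 515 (5.90%) at an unadjusted edgeR p under 0.05.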
